# A catalog of *Xenopus tropicalis* transcription factors and their regional expression in the early gastrula stage embryo

**DOI:** 10.1016/j.ydbio.2016.07.002

**Published:** 2016-07-28

**Authors:** Ira L. Blitz, Kitt D. Paraiso, Ilya Patrushev, William T.Y. Chiu, Ken W.Y. Cho, Michael J. Gilchrist

**Keywords:** Transcription factors, Gene regulatory networks, Endoderm, Mesoderm, Ectoderm, Gastrulation

## Abstract

Gene regulatory networks (GRNs) involve highly combinatorial interactions between transcription factors and short sequence motifs in *cis*-regulatory modules of target genes to control cellular phenotypes. The GRNs specifying most cell types are largely unknown and are the subject of wide interest. A catalog of transcription factors is a valuable tool toward obtaining a deeper understanding of the role of these critical effectors in any biological setting. Here we present a comprehensive catalog of the transcription factors for the diploid frog *Xenopus tropicalis*. We identify 1235 genes encoding DNA-binding transcription factors, comparable to the numbers found in typical mammalian species. In detail, the repertoire of *X. tropicalis* transcription factor genes is nearly identical to human and mouse, with the exception of zinc finger family members, and a small number of species/lineage-specific gene duplications and losses relative to the mammalian repertoires. We applied this resource to the identification of transcription factors differentially expressed in the early gastrula stage embryo. We find transcription factor enrichment in Spemann's organizer, the ventral mesoderm, ectoderm and endoderm, and report 218 TFs that show regionalized expression patterns at this stage. Many of these have not been previously reported as expressed in the early embryo, suggesting thus far unappreciated roles for many transcription factors in the GRNs regulating early development. We expect our transcription factor catalog will facilitate myriad studies using *Xenopus* as a model system to understand basic biology and human disease.

## 1. Introduction

Genomes are algorithms for building the adult organism, which in vertebrates is comprised of many different cell types, all descended from the single-cell zygote. Differentiation of cell lineages is gradual but highly orchestrated, controlled by the coordinated expression of transcription factors (TFs) to create the correctly patterned organism with a high degree of reproducibility. Central to this process are gene regulatory networks (GRNs), hardwired in the genomic sequence. GRNs integrate intercellular signaling and physiology to determine which genes are to be expressed at specific times, in specific locations, and within certain bounds of expression levels (Peter and Davidson, 2015). GRNs rely on TFs, acting as combinatorial inputs by binding to short sequence motifs located in *cis*-regulatory modules (CRMs) on target genes. TFs often act through the recruitment of coactivator/corepressor proteins, with chromatin context and covalent base modifications (e.g., DNA methylation) of target genes also acting to restrict TF access to binding sites in CRMs. The complexity of TF-CRM interactions is underscored by studies in *Drosophila* and *Caenorhabditis elegans* suggesting that individual genes may be regulated by as many as 15–18 different TFs (MacArthur et al., 2009; MacNeil et al., 2015). Each cell type is believed to possess a unique TF milieu that specifies cell type functions and dictates developmental potential, or *competence*.

The central role TFs play in early embryogenesis has been intensively studied in the frog *Xenopus*. General outlines of the GRNs involved in germ layer (endoderm, mesoderm and ectoderm) specification and patterning during late blastula to early gastrula stages have been generated (Loose and Patient, 2004; Koide et al., 2005; Sinner et al., 2006; Rankin et al., 2011). Dozens of maternally and zygotically expressed TFs have been implicated in the earliest steps of development, and genome-wide studies examining the interaction between individual TFs and CRMs have recently received attention (Gentsch et al., 2013; Chiu et al., 2014; Gupta et al., 2014; Yasuoka et al., 2014; Wills and Baker, 2015). To understand the design principles of GRNs, it is necessary to have a comprehensive understanding of the TFs available to the system, and this requires cataloguing all the TFs encoded by the genome of the species under study. TF catalogs have been produced for several species and serve as valuable community resources (e.g., Kummerfeld and Teichmann, 2006; Wilson et al., 2008; Fulton et al., 2009; Vaquerizas et al., 2009; Ravasi et al., 2010; Hammonds et al., 2013).

We report here a comprehensive, curated Transcription Factor catalog, encoded by the genome of the diploid frog *X. tropicalis* (Hellsten et al., 2010), combining both manual and systematic identification. The resource contains 1235 TFs belonging to 68 DNA-binding domain (DBD) families. Excluding the large and rapidly evolving C2H2 and H2C2 zinc finger families (310 genes), the frog TF repertoire is highly comparable to that of both human and mouse. We find that 118 (~ 13%) of the human non-C2H2/H2C2 TF set have duplications in the *X. tropicalis* TF repertoire. Finally, we identify > 1000 TFs that are detectably expressed at the early gastrula stage. Of these, 218 showed regionalized gene expression, suggesting that many more TFs function in early development than was previously suspected. These results provide an entry point into gain- and loss-of-function studies to elucidate their roles in specification of tissue progenitor populations. The data presented herein will be valuable not only to *Xenopus* researchers, but also to researchers working on early embryogenesis in other organisms. In addition to identifying genes through their DBDs, we have identified genes by name through synteny and close protein matches in the human TF data, and have made recommendations to the community database, Xenbase (Karpinka et al., 2015), for updates to the current annotation.

## 2. Materials and methods

### 2.1. Identification of Pfam DNA-binding domains

To identify genes whose encoded proteins contain sequence-specific DNA binding domains we used data from the Pfam data-base (Finn et al., 2016; v28.0). We first downloaded all Pfam domains annotated as “DNA binding” in the domain description, combining these with DNA binding domains (DBDs) of well-known transcription factors. Inspection of the lists of human and mouse genes annotated with these domains allowed us to further prune the list, removing non-sequence specific binding proteins, and looking for evidence in the literature that the remaining genes encode sequence-specific DNA binding transcription factors. Our final list is composed of 68 vertebrate sequence-specific DNA binding annotated Pfam domains, which formed the basis for identifying the *Xenopus tropicalis* TF proteins. These are available as Supplementary Table 1.

One caveat to this approach is that some DBD families, although containing known TFs, also contain transcriptional regulators that are currently not thought to be acting through sequence-specific DNA binding domains. Our rule-based strategy required acceptance or rejection of entire families of proteins based on the presence or absence of specific DBDs, and we have not attempted to obtain evidence in support or refutation of all members of each family. One exception to this is the ceramide synthase (CERS) enzymes, which contain degenerate Homeobox domains that lack amino acids critical for DNA binding by this class of DBDs (Levy and Futerman, 2010; Burglin, 2011). We have removed these from the catalog (although they are included in our file of ‘dubious’ TFs, see below). Families included in the catalog, despite some uncertainty over some members, are the ARID, zf_C2HC and HMG box families. The ARID family was included because Arid3a and Arid5b proteins bind DNA in a sequence-specific manner (e.g., Patsialou et al., 2005). The zf_C2HC family: *jarid2, kat7, kdm5, and l3mbtl*, are included on the strength of *myt1* (see Gamsjaeger et al. (2013) and references therein); and the HMG_box *kmt2* genes on the strength of the Sox family and other TFs containing this domain. There may be other families with mixed behavior in our catalog.

### 2.2. Identification of TF genes via Pfam domains

To identify all the TF genes in *X. tropicalis* we first downloaded the complete set of latest transcript gene models (v9) from Xenbase, reconstituting the transcript sequences from the gff file describing their locations on the *X. tropicalis* v.9 genome assembly. These data included gene and transcript IDs, and annotated gene names. In addition we downloaded complete sets of human and mouse proteins from Ensembl (Vilella et al., 2009), database v.83, along with associated Pfam domain data. From these latter we reconstructed the analogous sets of human (1603) and mouse (1489) TF genes.

To provide supporting data for open reading frame (ORF) identification and gene naming we first used BLASTx to search the v9 transcripts against the downloaded human and mouse proteins, using a e-value limit of 10^−8^, soft masking for repeat sequences, and retaining the one best protein match from each mammalian species. ORFs were identified by simple codon counting, identifying the likely translation frame from the BLASTx data.

To identify *X. tropicalis* genes encoding proteins containing DBDs, we translated the transcripts into protein sequences, on the forward strand only, using the EMBOSS Transeq tool (Rice at al. 2000), and searched for DBDs with the Pfam domains on our list using pfam_scan.pl (Mistry et al., 2007). We then combined the output of pfam_scan with the calculated ORF coordinates and frame, retaining Pfam domain locations with given *confidence* value of 1, or an e-value better than 0.01, that would be in the translated protein determined by the ORF. Genes with proteins conforming to these conditions were added to our TF catalog. A complete map of all Pfam DBDs found on our set of transcripts is available as Supplementary Data File 1.

To build on the data generated in previous work on this project with earlier sets of transcripts (v4 and v7, from the respective genome assemblies), and in particular, to retain the previous name assignment annotations (see below), we matched the earlier transcript sequences to the v9 sequences using a combination of reciprocal best BLASTn and exon overlap using data generated by the exonerate program (Slater and Birney, 2005) searching the older transcripts against the v9.0 genome assembly. Whilst most of the older transcripts (1092) mapped to the v9 transcripts, 43 mapped to loci that contained no v9 gene model. We include these by reference to the older gene ID and the v9 locus (see the TF catalog). In addition, there were 100 v9 gene models that did not correspond to an older model or transcript sequence, and these represent additions to the catalog by virtue of updating to the latest transcripts. The older transcripts included a small number of EST contigs (Gilchrist et al., 2004), or ad hoc models from the older genome assemblies corresponding to important known TFs, which would otherwise have been missing. Of these older transcript sequences, there were 13 that did not map to the v9.0 genome assembly, and these are also retained in the catalog, some of which are identified despite the absence of a detectable DBD (those cases we investigated were incomplete transcripts). The complete catalog can be found in Supplementary Table 2. Nucleotide sequences and amino acid translations of all TFs are also available as fasta files in the Supplementary data links.

### 2.3. Name identification of TF genes

To assign gene names to poorly annotated genes, we searched for well-annotated orthologs, or closest homologs, in other species, particularly human. This is because *Xenopus* gene nomenclature largely follows human gene names (see http://www.xenbase.org/gene/static/geneNomenclature.jsp). This was done in two ways: a detailed manual curation, spread over several years followed training at the 2006 *Xenopus tropicalis* annotation jamboree in Walnut Creek, CA, and a more recent, systematic analysis based on nearest human protein match used to support name identification but also to explore frog-specific gene family expansions.

The manual curation consisted of several steps (Blitz, 2012) for rigorous confirmation of each gene's identity. Protein translations from all putative TFs were first used in BLASTp searches to identify best matches in NCBI's non-redundant database with special attention being paid to human best matches. To establish correct gene identity we leveraged the extensive synteny that the *X. tropicalis* genome has with mammalian genomes (Hellsten et al., 2010). Synteny was examined using the web-based viewers provided by Metazome (http://www.metazome.net), Genomicus (http://www.genomicus.biologie.ens.fr/, RRID:SCR_011791) and by employing Xenbase's Gbrowse (http://www.xenbase.org; RRID: SCR_003280). We also performed reciprocal tBLASTn searches between the suspected human ortholog's protein sequence and the *X. tropicalis* genome. Reciprocal best tBLASTn hits ensure that no other known *X. tropicalis* gene has more similarity to the presumptive human ortholog than the gene under investigation (Wall, et al., 2003; Blitz, 2012). Additional TF genes were identified following comparison of known human and mouse TF sets to *X. tropicalis*. We searched by tBLASTn for genes missing from the *X. tropicalis* list to identify these genes, which were often missing their DBDs. This is likely a consequence of either incomplete and/or misassembled gene models or gaps in the genomic sequence.

The systematic analysis utilized the BLASTx data described above, generating the closest known protein match from mouse and human for each transcript sequence. Here we noted where the gene name predicted from the closest match was different from the current annotation, and these feed forward as genes whose annotation could be investigated further by the Xenbase annotators. Gene symbols and names have been deposited with Xenbase, which is a clearinghouse for all *Xenopus* gene information and most TFs annotated by the authors have already been incorporated into Xenbase gene pages. The remaining new gene name assignments are provisional, pending review by the Xenbase annotation team, and oversight by the *Xenopus* gene nomenclature committee where required.

### 2.4. RNA-seq analysis of TF expression

Synchronously developing *Xenopus tropicalis* embryos were obtained by in vitro fertilization using standard methods (Ogino et al., 2006). Using two different clutches of embryos, 30–35 embryos at early gastrula stage 10–10.25 (Nieuwkoop and Faber, 1967) were dissected in groups of 10 embryos in 1 × MMR using an eyebrow hair knife and hair loop. Total dissection time in each case was approximately 2 h with explants incubating in 1 × MMR solution for less than 30 min before being homogenized for RNA isolation. Stage-matched sibling gastrulae were assessed for their stage of development at the time of homogenization and none had developed past stage 10.5. The approximate positions of knife cuts are shown in Fig. 3A. Total RNA was extracted using the acid guandinium isothiocyanate-phenol-chloroform method (Chomczynski and Sacchi, 1987), followed by precipitation with 2.5 M LiCl overnight at 4 °C. The RNA was pelleted and washed twice in 70% EtOH before resuspension in DEPC-treated H_2_O. RNA samples were analyzed using an Agilent Bioanalyzer 2100, which demonstrated that all RNA integrity number scores were between 8.9 and 9.5. PolyA+ selection and library production were performed according to the Illumina Tru-Seq mRNA-seq kit instructions and libraries were ligated using bar-coded adaptors. Libraries were subsequently examined using an Agilent Bioanalyzer 2100, quantitated using the KAPA Biosystems qPCR kit and subjected to multiplexed 50-bp single end sequencing on an Illumina HiSeq2000 instrument. Individual datasets had between 19 and 40 M total reads.

RNA-seq dataset quality was verified using FastQC v.0.11.2 and reads were mapped to the *Xenopus tropicalis* v9.0 genome assembly using RSEM v.1.2.12 using default parameters (Li et al., 2011). Differential expression calling was performed over the v9 gene model set using the EBseq package on R v.3.1.10 (Leng et al., 2013). All fastq files, read counts, and processed TPM values are available at GEO accession number GSE81458.

To analyze TF mRNA behavior across early development, expression profiles derived from our high-resolution RNA-seq time series (Owens et al., 2016) and normalized by maximal expression, were hierarchically clustered using Ward's method (Ward, 1963) with Euclidean distance metrics. The flat clusters were formed based on the condition that the distance between a parent node and any of its child nodes exceeds 5. Enrichment in SSDBD was tested in the flat clusters with the Fisher's exact test (Fisher, 1922). Multiple testing was controlled by FDR computed using Benjamini-Hochberg procedure (Benjamini and Hochberg, 1995), with FDR <0.1 considered significant.

To generate the heatmap of spatial expression patterns, the correlation of the z score of gene expression across different fragments were hierarchically clustered using Ward’s method using Euclidean distance. The ratio of the animal cap TPM and vegetal mass TPM was used to further reorder the dendrogram.

## 3. Results and discussion

### 3.1. Generation of a comprehensive catalog of transcription factor genes for Xenopus tropicalis

Transcription factors (TFs) can be broadly divided into three categories: (1) those that modulate transcription by direct binding to specific DNA sequence motifs through their DNA-binding domains (DBDs); (2) those that act indirectly, through protein-protein interactions with direct DNA binding proteins, or otherwise do not have sequence specificity, including coactivators, corepressors, histones, and chromatin modifying enzymes; and finally (3) factors that comprise the core polymerase complex and its associated machinery required directly for RNA synthesis. We restrict our definition to the first of these categories: those TFs that directly interact with DNA through recognized DBDs.

We first identified 68 Pfam domains that are known to be DBDs or are suggestive of sequence specific TF behavior (see Section 2.1 and Supplementary Table 1). Next, we used these DBDs to search gene models derived from the latest *X. tropicalis* genome assembly (v9.0), and also small numbers of sequences derived from earlier versions of this project that we had shown previously to likely be TFs, which either mapped to loci without a gene model on the v9 assembly, or were not found on the assembly and were deemed *off-assembly* sequences (see Section 2 for more information on this). These included EST clusters (Gilchrist et al., 2004), v7 gene models and specific loci from both the v4 and v7 genome assemblies.

Additional TF genes were discovered by comparing human and mouse TF sets to *X. tropicalis*. These *Xenopus* TFs were not found in our DBD search because their gene models lacked intact DBDs. Curation combined both BLASTp searches to identify genes (via protein matches) of closest similarity to the *X. tropicalis* gene of interest, and also reciprocal tBLASTn searches using the protein sequence of the putative ortholog to search for the closest match in the *X. tropicalis* genome sequence (Wall, et al., 2003; Blitz, 2012). Curation also leveraged the extensive synteny relationships between *Xenopus* and mammals (Hellsten et al., 2010) to assign orthology.

In addition we identified candidate gene names from the closest human protein to each transcript sequence, measured by highest scoring BLASTx matches. Gene names and symbols were applied in accordance with the *Xenopus* gene nomenclature, including alignment with human gene names, and submitted to the *Xenopus* community resource Xenbase (http://www.Xenbase.org/), which acts as a repository for, and curates, *Xenopus* gene information.

We found that the *X. tropicalis* v9 genome encodes a repertoire of 1235 TFs, containing one or more of the 68 DBDs in our list, and these genes form our *X. tropicalis* TF catalog (see Supplementary Table 2 and Supplementary Data Files 2 and 3). From this list of TFs, more than 1030 now have gene name annotations, with more than 519 (> 50%) having been assigned names by either our earlier or our current efforts. Interestingly the gene modeling improvements made in the transition from the v7 assembly to v9 resulted in the loss of numerous models containing potential C2H2 and H2C2 family zinc fingers that we had been previously unable to annotate. These frequently had best BLASTp hits to the same small set of human proteins, notably ZNF84 (32), ZNF850 (25) and ZNF41 (15). Retained in the v9 gene model data we found 310 *X. tropicalis* gene models in v9 that encode only C2H2 and H2C2 zinc fingers (with no other additional DBDs), which we refer to as C2H2/H2C2-only genes. It is clear that the orthology relationships of these genes are complex and multiple. Excluding this class from our total TF count, left us with 925 TFs with at least one DBD that is not a C2H2 or H2C2 zinc finger domain.

Since these zinc finger family genes comprise the most rapidly changing TF family across evolution (Tadepally et al., 2008; Klug, 2010), we were interested to replicate this analysis in human proteins. Of the 1608 human TFs, we found 739 “C2H2/H2C2-only” TF genes, leaving 869 human TFs exploring the wider repertoire of DNA binding domains. Interestingly, this is a smaller number than in frog (925), although not by much. If we add back the unmodeled C2H2/H2C2-only genes to the frog count, we get much closer (1545) to the total TF count in human (1608). Clearly there remains much of interest to be discovered in this enigmatic group of C2H2/H2C2-only genes, or possibly pseudo-genes.

The C2H2/H2C2-only genes that we lost in the transition from v7 to v9 data (as they were no longer modeled on the v9.0 assembly but could be mapped from the v7 gene transcripts onto the v9.0 assembly) we considered to be somewhat unlikely TFs. We include these in the files of 180 dubious transcription factor gene sequences (Supplementary Table 2 and Supplementary Data Files 4 and 5).

### 3.2. One-to-one correspondence between Xenopus tropicalis and human TF repertoires

To better understand the relationships between frog and mammalian TFs, we constructed a table containing all human TFs with the *Xenopus* TFs aligned to their closest human TF (see Section 2), repeating the rows for human genes where they correspond to expanded families of *Xenopus* genes. In addition we included the nearest mouse gene to each frog gene, and also the 1:1 orthologous mouse to human genes (from the Ensembl data, see Section 2). The data are then ordered by the human gene name see Supplementary Table 3). From this it is immediately apparent which human/mouse TFs are not found in frog, although there are still some gaps in the *X. tropicalis* genome assembly, and it is possible that the missing genes have yet to be identified. The frog genes not found in human may be found in the TF catalog where no close human match is reported (29 of them), interestingly these contain predominantly bZIP_1 or THAP domains, compared to 13 THAP domains in the rest of the catalog. We conclude that there is a high one-to-one correspondence between the frog and human despite the ~360 million years since their last common ancestor.

We also found some *Xenopus* TF genes of interest to developmental biologists and a few examples are discussed here. We found a gene encoding *pax6.2* (Xetrov90019190), which is closely related to *pax6* and previously only reported in fishes, subsequently described by others (Ravi et al. (2013); see also Nakayama et al. (2015)). We report the identification of the frog ortholog of fish mix-related *mxtx* genes. While zebrafish *mxtx1* and *mxtx2* orthologs are found in other fish species, orthologs have not been reported in tetrapods. We find a single *mxtx* gene (Xetrov90018120) in *X. tropicalis*, although it appears to be absent from amniotes. We suggest the symbol *mxtx1* for the *Xenopus* gene based on BLASTp and synteny comparisons (data not shown). We identify the homeobox gene *soho1* (Xetrov90029300), first reported in chicken (Deitcher et al., 1994). This gene also appears to be absent in eutherian mammalian genomes but is found in the marsupials (opossum and Tasmanian devil), and in birds, reptiles and fish species. We identify Xetrov90020516 as *arx.2*, a second copy of *arx*. The best BLASTp match is to its ortholog in the spotted gar, *Lepisosteus oculatus*, and it is syntenic to the gar gene and to orthologs in chicken, turtle and opossum. However this gene is also absent from eutherian mammals. Xetrov90001891 encodes an unnamed member of the ZBTB (zinc finger and BTB domain) family of zinc finger proteins that also has a best BLASTp match and is syntenic to its ortholog in gar, but appears to be absent from other vertebrates. Another example is *emx3* (Xetrov90007763), which is present in gar and teleost fishes. Examination of the synteny relationships of these *Xenopus* genes and others not discussed here reveals evolutionary transitions in TF repertoires from the fishes to tetrapods.

### 3.3. Temporal expression dynamics of TF expression across early development

We examined the global temporal expression dynamics of *X. tropicalis* TFs using the previously published high-resolution RNA-seq dataset, which covers early development from egg to tadpole and roughly corresponds to the first 8 weeks of human gestation (Owens et al., 2016). A clustered heatmap (Fig. 1) displays the expression patterns of TFs. Two main conclusions can be drawn from these observations. First, we find that the majority of TFs are expressed in “bursts” during relatively narrow time windows in embryogenesis. The heatmap shows that the timing of these bursts is not the same for all TFs. A significant minority of TFs have more complex patterns or a more sustained level of expression. Interestingly, there are few TFs that have a constant level of expression across the entire time-course, following zygotic genome activation. A second observation comes from interrogation of the data to determine whether TFs within specific DBD families are particularly enriched for expression during specific periods of development. Analysing groups of genes at significant cut-off levels in the dendrogram, we determined that TFs in 13 DBD families were statistically over-represented during the time intervals shown in the figure. For example, both zf_C2H2 and THAP family TFs are preferentially expressed in a burst of TF expression corresponding to genes activated at the midblastula transition.

### 3.4. Discovery of new TFs regulating early patterning of the primary germ layers

To understand better the spatial organization of TF usage in the early gastrula stage *Xenopus* embryo we screened for TFs with localized patterns of expression. The major onset of zygotic transcription occurs close to the mid-blastula transition with a smaller fraction of genes activated at earlier stages (Newport and Kirschner, 1987; Kimelman et al., 1987; Skirkanich et al., 2011; Yang et al., 2002; Paranjpe et al., 2013; Tan et al., 2013; Collart et al., 2014; Owens et al., 2016). Localized maternal determinants (e.g., mRNA encoding the Vegt and Foxi2 TFs) in the unfertilized egg establish early spatial asymmetries to set up the germ layers along the radially symmetrical animal-vegetal axis. Sperm entry breaks this symmetry to specify the dorsal-ventral axis and leads to the formation of Spemann's organizer in the dorsal equator. Numerous TFs are expressed regionally in response to these upstream maternal and dorsal-ventral cues (e.g., *sia1/2, gsc, ventx1/2, sox17*). We wished to identify all the TFs expressed in the early gastrula, and to determine which of these show localized spatial expression and are therefore likely to function in gene regulatory “subnetworks” that pattern the tissues of the early embryo.

We first analyzed the expression of TFs in the whole early gastrula embryo RNA-seq data. 

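Whole embryo polyA+ RNA was sequenced in 2 replicates, 1 from each of 2 clutches. The paper stages these embryos from 10 to 10.25 of the Nieuwkoop and Faber series, while the text deposited with the series gives stage 10.5. For each of 26550 gene models of the v9 genome assembly, the authors deposited an expected count and a TPM value per library. Both come from RSEM, which divides a read that matches several genes among them by its estimate of their expression. TPM corrects the count for transcript length and library depth. The expected counts of whole embryos summed to 28735458 in replicate 1 and 21695132 in replicate 2. The paper gives 28M and 38M reads for these libraries, and the values here rest on the counts assigned to gene models. For a gene of median length, 3 counts corresponded to 0.112 TPM in replicate 1 and 0.133 TPM in replicate 2. TFs were found through Supplementary Table 4, which lists 1240 TFs, of which 1197 have a gene model in the deposited table. The other 43 are listed at 0 TPM in every library of Supplementary Table 4. TFs were counted by the mean TPM of the 2 whole embryo replicates, without a test.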

We found that, at the sequencing depth used (replicates had 28 and 38M reads), 1130 TFs (91% of the catalog) were detectable at *any* expression level (Fig. 2; Supplementary Table 4). 

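Of the 1197 TFs with a gene model, 1130 had a mean TPM above 0 in whole embryos. This is 94.4% of the TFs with a gene model and 91.1% of the TFs in Supplementary Table 4. The remaining 67 were listed at 0 in both replicates, and 1182 TFs were above 0 in at least 1 of the 12 libraries. Replicate 1 alone had 1105 TFs above 0, and replicate 2 alone had 1069. Requiring a TPM above 0 in both replicates moved the count most, to 1044 TFs. Of the 1130 TFs, 345 had a mean below 1 TPM and 137 had at most 3 counts in each replicate, so that their detection rests on few reads.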

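The mean TPM of the whole embryo replicates was at least 1 for 65.6% of the TFs with a gene model, against 51.3% of the other genes. It was above 10 for 40.7% of the TFs and 33.9% of the other genes. When both replicates had to meet the limit, 730 TFs were at or above 1 TPM and 451 were above 10 TPM. The single replicates gave 803 and 748 TFs at or above 1 TPM in replicates 1 and 2, and 507 and 463 TFs above 10 TPM. A further 59 TFs were below 1 TPM in whole embryos but had a mean of at least 1 TPM in a region dissected from sibling embryos.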

785 TFs are expressed at or above 1 transcripts-per-million (TPM; Wagner et al., 2012) value, while 487 are expressed above a TPM of 10. Only 8 genes are expressed at a TPM value of 1000 or higher and these are *hmgb2, hmbgb3, ybx1, pou5f3.2, mixer, vegt, pou5f3.3* and *sp5l*. 

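The highest mean in whole embryos was that of hmgb2 (Xetrov90000786), at 4373 ± 854 TPM (SD, n = 2), followed by hmgb3 (Xetrov90020498) at 3507 ± 749 TPM. The mean of ybx1 (Xetrov90018683) was 2373 ± 569 TPM, and that of pou5f3.2 (Xetrov90019679) was 2259 ± 585 TPM. Expression of mixer (Xetrov90012972) was 1656 ± 378 TPM and that of vegt (Xetrov90002928) was 1391 ± 165 TPM. The gene listed as pou5f3.3 in Supplementary Table 4 (Xetrov90019681) had 1353 ± 195 TPM. These 7 TFs were above 1000 TPM in both replicates. The mean of sp5l (Xetrov90006342) was 1025 ± 49.2 TPM, with 1060.2 TPM in replicate 1 and 991 TPM in replicate 2. In replicate 2, sox3 (Xetrov90020478) reached 1089 TPM and id3 (Xetrov90004815), picked after its values were seen, reached 1229 TPM, and both were below 1000 TPM in replicate 1. Any reads shared between the pou5f3 genes, or between the hmgb genes, are divided among them by RSEM, so the level of each member is less certain than their sum. Together the 8 TFs took 1.79% of all TPM in whole embryos.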

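Of the genes with a mean TPM above 0 in whole embryos, 1130 were TFs and 19926 were other genes. The median was 5.71 TPM for TFs, with quartiles at 0.569 and 35.6 TPM. For the other genes the median was 5.29 TPM, with quartiles at 0.335 and 35.8 TPM. The medians of log10 TPM differed by 0.0328, and the largest distance between the cumulative distributions (the Kolmogorov-Smirnov distance) was 0.0530. The TF median lay at the 71.0th percentile of 10000 random lists of as many expressed genes. The sign of this small difference depended on the genes included. It was -0.0622 with replicate 2 alone, -0.0687 with replicate 1 alone and -0.0578 among genes with a mean of at least 1 TPM. Without the TFs that have only C2H2 or H2C2 zinc fingers, which moved it most, it was -0.0975.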

Interestingly, the distribution (Fig. 2) of TF expression levels is very similar to the distribution over all (21,056) expressed genes. This demonstrates that TFs, as a general category of genes, are not generally expressed at low levels relative to other genes, at least at the mRNA level.

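Across these choices the percentile of the TF median among random lists ranged from 7.35 to 71.0, and the Kolmogorov-Smirnov distance from 0.0252 to 0.0530. The 303 detected TFs with only C2H2 or H2C2 zinc fingers had a median of 9.28 TPM, and the 827 other detected TFs had a median of 4.23 TPM. TFs accounted for 6.38% of all TPM in whole embryos. From the likeness of these distributions, the paper concludes that mRNA levels of TFs as a category are not generally lower than those of other genes.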

To perform a screen for TFs with spatially localized mRNA expression we dissected early gastrula embryos into 5 regions: animal cap (ectodermally enriched), vegetal mass (endodermally enriched), and dorsal, lateral and ventral marginal zones (mesodermally enriched) (Fig. 3A). 

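Each region was dissected from 30 to 35 embryos per clutch, and each library was made from the pooled explants of 1 region and 1 clutch. The 10 region libraries and the 2 whole embryo libraries were processed by the authors in the same way, with RSEM over the v9 gene models. Expected counts summed to 27126407 and 15030188 in replicates 1 and 2 of the animal cap. The totals were 29166548 and 14634582 for the dorsal marginal zone and 27352329 and 26335531 for the lateral marginal zone. They were 27551768 and 16588622 for the ventral marginal zone, and 28403752 and 16561057 for the vegetal mass. Levels are given as the TPM deposited by the authors, as the mean and SD of 2 replicates. For tests, the expected counts were rounded to whole numbers, and 15727 genes with enough counts for the region groups were kept. The 5 regions were fitted together in edgeR with TMM normalization, so that they share an estimate of the spread between replicates. Each comparison was tested with edgeR's quasi-likelihood test, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. The paper called differential expression with EBSeq, a Bayesian method, in place of which edgeR was used here. The main comparison treats the replicates of a region as independent samples, and the same comparison was repeated with the replicate number, which stands for the clutch, as a replicate block. The block removes what the libraries of 1 clutch have in common.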

We performed RNA-seq on mRNAs isolated from these regions, and on whole embryo mRNA collected from stage-matched sibling embryos. The entire experimental regimen was performed twice, using different clutches, to obtain biologically independent datasets. 

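The libraries of the 2 replicates differed in most genes. All libraries of a replicate come from 1 clutch, so the p-values of this comparison measure how steady a difference was across those libraries. They do not measure the spread between clutches. With the 5 regions and whole embryos in the model, 10439 of 15848 genes differed between replicate 2 and replicate 1 at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression was higher in replicate 2 for 5053 of these genes and lower for 5386. With library size alone, 4078 were higher and 6343 lower. For 9016 of them the sign of the difference was the same in all 6 groups, and 3366 differed at least 2-fold. Of the 922 TFs tested, 529 passed the threshold. The median absolute log2 difference between replicates was 0.52 over all genes tested, against 0.49 between animal caps and vegetal masses and 0.18 between dorsal and ventral marginal zones. Among TFs, alx1 (Xetrov90007884) was higher in replicate 2, by 3.48 on the log2 scale (standard error 0.33, adjusted p = 4.0e-06 in the same edgeR test). Expression of hoxd8 (Xetrov90024222), with at most 3 counts in any library of replicate 2, was at least 3.84-fold higher in replicate 1. That of diaph2 (Xetrov90020469), with at most 1 count in any library of replicate 2, was at least 1.54-fold higher in replicate 1. The other 2 of the 5 TFs with the largest differences have no name in the tables used here. Leaving out whole embryos moved the count of genes most, to 9637.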

See Section 2 for more detail.

To confirm the quality of our dissections we examined expression of genes known to mark specific regions of the embryo (Fig. 3B). Genes expressed in the endoderm, including *sox17a, darmin, mixer, foxa1* and *nodal2*, had enriched expression in the vegetal mass dataset. 

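Expression of sox17a (Xetrov90016800) was 1352 ± 168 TPM (SD, n = 2) in the vegetal mass. It was 227 ± 46.6 TPM in the dorsal marginal zone and 6.07 ± 4.89 TPM in the animal cap. Against the mean of the other 4 regions, the log2 fold change of sox17a in the vegetal mass was 4.25 (standard error 0.33, adjusted p = 0.000856, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level of mixer (Xetrov90012972) was 4419 ± 105 TPM in the vegetal mass, from 1009 to 1438 TPM as means of the marginal zones and 30.4 ± 24.6 TPM in the animal cap. Its log2 fold change was 3.07 (standard error 0.32, adjusted p = 0.00248 in the same edgeR test). Expression of foxa1 (Xetrov90021679) was 75.7 ± 5.63 TPM in the vegetal mass and 0.485 ± 0.304 TPM in the animal cap, with a log2 fold change of 3.77 (standard error 0.29, adjusted p = 0.000862 in the same edgeR test). In each replicate alone the 3 genes were higher in the vegetal mass, with log2 fold changes from 2.69 to 4.92, and a single replicate gives no test. The tables used here do not pair darmin and nodal2 with an identifier, and their levels are not analysed here.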

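In the dorsal marginal zone, gsc (Xetrov90021259) was expressed at 389.9 ± 114 TPM (SD, n = 2). The vegetal mass had 211 ± 72.6 TPM, the lateral marginal zone 34.7 ± 8.99 TPM, the ventral marginal zone 5.01 ± 2.07 TPM and the animal cap 1.45 ± 0.820 TPM. The log2 fold change of the dorsal marginal zone against the mean of the other 4 regions was 4.80 (standard error 0.32, adjusted p = 0.0152, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The vegetal mass was above the mean of the animal cap and the lateral and ventral marginal zones by 4.99 on the log2 scale (standard error 0.35, adjusted p = 0.000739 in the same edgeR test). The dorsal marginal zone had more gsc TPM than the vegetal mass in both replicates.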

High expression levels of *gsc, chrd* and *nog*, markers for Spemann organizer, were found in the dissected dorsal marginal zone, with weaker enrichment in the vegetal mass. Expression of the anterior endodermal marker *cer1* was confirmed in both dorsal marginal zone and more highly in the vegetal mass. The expression of mesodermal marker genes *t/brachyury, fgf4, 8* and *20* was found enriched in all marginal zone regions, with *t/brachyury* at a somewhat reduced level in the dorsal marginal zone consistent with its known expression pattern. Both *ventx1* and *2* expression was enriched in the ventral zone with reduced expression more laterally (ventral and lateral mesoderm) and animally (ectoderm), while *foxi1* and *2* were enriched in both the animal pole and ventral marginal zone regions. 

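The gene t (Xetrov90013794) was expressed at 854 ± 56.2 TPM (SD, n = 2) in the ventral, 793 ± 50.0 TPM in the lateral and 584 ± 46.5 TPM in the dorsal marginal zone. Its level was 177 ± 5.26 TPM in the vegetal mass and 25.9 ± 14.3 TPM in the animal cap. The mean of the 3 marginal zones exceeded that of the animal cap and vegetal mass by 3.51 on the log2 scale (standard error 0.24, adjusted p = 0.00439, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The dorsal marginal zone lay below the other marginal zones by a log2 fold change of -0.41 (standard error 0.28), which did not pass the threshold (adjusted p = 1.000 in the same edgeR test, and 0.694 with the replicate block). The sign was negative in each replicate, at -0.59 and -0.26. The levels of fgf4, fgf8 and fgf20 are not analysed here, since the tables used here do not pair them with an identifier.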

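The highest of the 5 regional means was in the ventral marginal zone for each of the 4 ventx genes. These means were 673 ± 84.4 TPM (SD, n = 2) for ventx1.1 (Xetrov90017641) and 414 ± 45.5 TPM for ventx1.2 (Xetrov90017638). They were 719 ± 73.8 TPM for ventx2.1 (Xetrov90017642) and 522 ± 23.8 TPM for ventx2.2 (Xetrov90017640). In the lateral marginal zone the 4 means ranged from 194 to 493 TPM, and in the animal cap from 85.9 to 382 TPM. Against the mean of the other 4 regions, the log2 fold changes of the ventral marginal zone were 2.22, 2.21, 1.11 and 1.02 in that order. None passed the threshold without the block, with adjusted p from 0.143 to 0.661 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block all 4 passed, with adjusted p from 0.00296 to 0.0342. Reads shared between the ventx genes may have been divided among them by RSEM. Expression of foxi1 (Xetrov90007506) was 116 ± 36.1 TPM in the animal cap, 19.6 ± 6.65 TPM in the ventral, 11.9 ± 5.85 TPM in the lateral and 3.35 ± 0.764 TPM in the dorsal marginal zone, and 1.27 ± 0.141 TPM in the vegetal mass. The animal cap and ventral marginal zone together were above the other regions by 3.69 on the log2 scale (standard error 0.33, adjusted p = 0.00404, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This joins 2 regions, of which the animal cap had far more foxi1, and does not test the ventral marginal zone alone. The dorsal marginal zone alone lay below the ventral by a log2 fold change of -2.51. This did not pass in the same edgeR test (adjusted p = 0.340, and 0.0710 with the replicate block). It passed in the Wald test of DESeq2 (adjusted p = 0.000863). For foxi2 (Xetrov90017599) the means were 217 ± 83.8 TPM in the animal cap and 223 ± 81.8 TPM in the ventral marginal zone, and from 141 to 177 TPM elsewhere. Its log2 fold change of 0.53 did not pass (adjusted p = 0.816 in the same edgeR test) and passed with the replicate block (adjusted p = 0.0207).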

We conclude that the dissection faithfully captures known expression domains, with possible low level cross contamination across tissue boundaries.

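For 13 marker genes with an identifier, 15 statements on their regional enrichment were tested. Those on vegt and twist1 were set here, since the paper's text on the markers does not name them. Those on foxi1 and foxi2 join the animal cap and the ventral marginal zone. Of the 15 statements, 8 passed the threshold in the stated direction. With the replicate block, the alternative that moved this count most, 14 passed. The log2 fold change had the stated sign in all 15, and in each replicate alone. Among the remaining markers in Fig. 3B, vegt (Xetrov90002928) was at 2711 ± 238 TPM (SD, n = 2) in the vegetal mass and 126 ± 102 TPM in the animal cap, a log2 fold change of 4.37 (standard error 0.52, adjusted p = 0.00382, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Expression of twist1 (Xetrov90016043) was 2.88 ± 0.0141 TPM in the vegetal mass and 0.435 ± 0.262 TPM in the animal cap, a log2 fold change of 2.58 (adjusted p = 0.0694 in the same edgeR test, and 0.00203 with the replicate block). The dorsal marginal zone had 1.72 and 3.05 TPM of twist1 in replicates 1 and 2, against 2.87 and 2.89 TPM in the vegetal mass. Thus twist1 was not restricted to the vegetal mass. Transcripts abundant in the marginal zones were present at low levels in the animal cap. In replicates 1 and 2 of the animal cap, t was at 4.76% and 2.17% of its mean level in the marginal zones. For mixer these shares were 3.05% and 1.34%, and for vegt they were 9.80% and 3.39%. Both mixer and vegt were higher in the vegetal mass than in the marginal zones, so their shares do not tell a marginal from a vegetal source. From the regional enrichment of the markers, the paper concludes that the dissection captures known expression domains, and it proposes that tissues at the boundaries may be mixed at a low level.

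**Figure D1:**
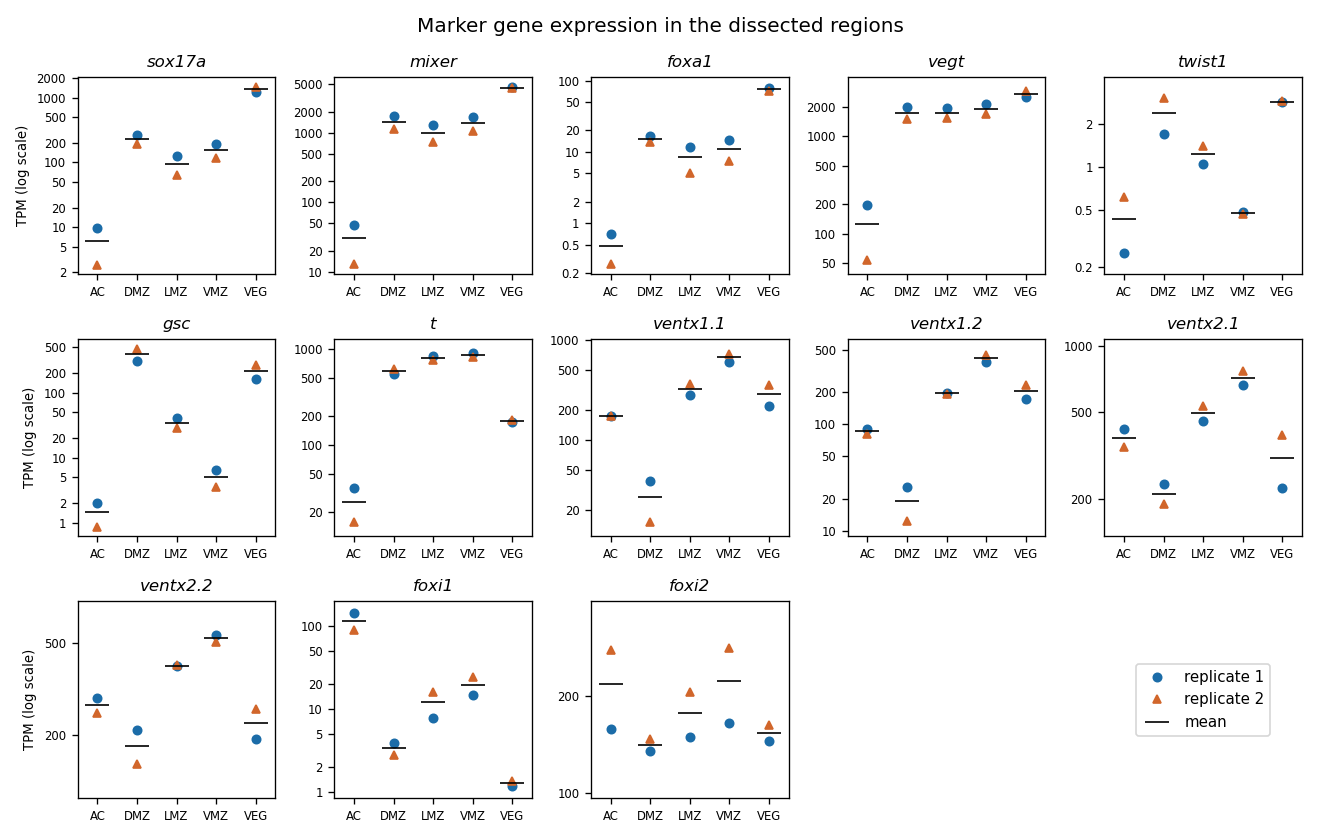
TPM of 13 marker genes (vertical axes, log scale, which differ between genes) in the animal cap (AC), the dorsal, lateral and ventral marginal zones (DMZ, LMZ, VMZ) and the vegetal mass (VEG). Circles are replicate 1, triangles replicate 2 and bars the mean of the 2. In the animal cap sox17a, mixer, foxa1, vegt, gsc and t are lower than in the other regions in both replicates.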

We next interrogated the RNA-seq datasets for spatially localized expression of TFs. 

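Each pair of the 5 regions was compared, and 169 of the 915 TFs tested passed an adjusted p under 0.05 in at least 1 of the 10 comparisons (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between animal caps and vegetal masses 144 TFs passed. The animal cap differed from the dorsal, lateral and ventral marginal zones in 59, 35 and 39 TFs, and the vegetal mass differed from them in 57, 72 and 58 TFs. Between dorsal and ventral marginal zones 6 TFs passed. No TF passed between the dorsal and lateral marginal zones, where 70 had an unadjusted p under 0.05, or between the lateral and ventral marginal zones, where 29 did. In these 2 comparisons 24 and 2 TFs passed with the replicate block. The replicate block moved the total most, to 542 TFs, and these included all 169 TFs called without it. When the p-values were adjusted over the list alone, 229 TFs passed.

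**Figure D2:**
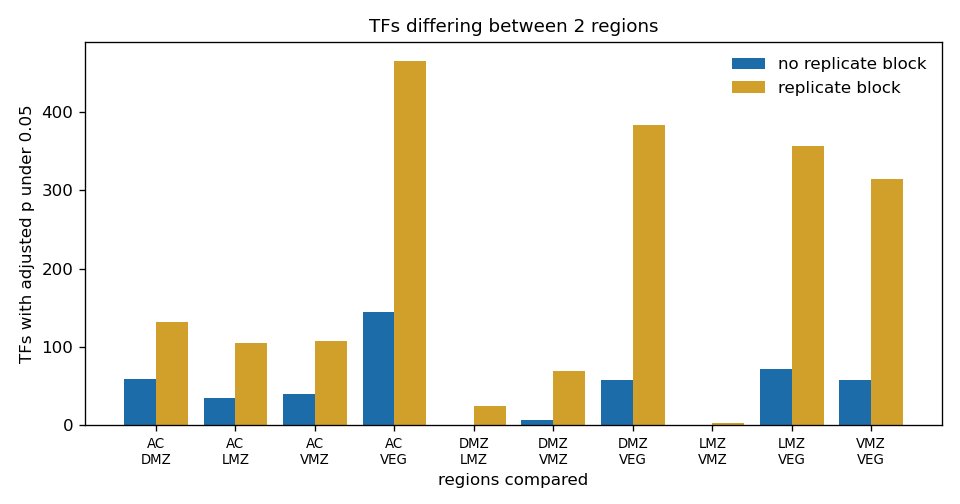
Number of TFs (vertical axis) with an adjusted p under 0.05 in each comparison of 2 regions (horizontal axis), without the replicate block (blue) and with it (yellow). The comparison of animal caps (AC) with vegetal masses (VEG) gives 144 and 466 TFs, and that of lateral (LMZ) with ventral (VMZ) marginal zones gives 0 and 2.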

We performed a pairwise comparison between any two regions of the embryo and found 257 TFs with differential expression (Bayesian posterior probability statistical cutoff ≥ 0.95), and this was plotted as a clustered heatmap (Fig. 4). This shows major groupings of genes that we interpret as *predominantly* representing the three germ layers. 

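The 169 TFs were clustered by Ward's method on the correlation of their z-scores across the 5 regional means, and the tree was divided into 3 groups. The number of groups was set and not found from the data. Of the 169 TFs, 144 had passed between animal caps and vegetal masses, which favours groups high in either region. The groups are thus no test of the reading as 3 germ layers. The first held 89 TFs, of which 76 had their highest mean in the vegetal mass and 11 in the dorsal marginal zone. Its median z-score was 1.72 in the vegetal mass and -0.72 in the animal cap. The second held 48 TFs, 46 of them highest in the animal cap, with a median z-score of 1.39 there and -1.30 in the vegetal mass. The third held 32 TFs, of which 15 were highest in the ventral, 14 in the dorsal and 3 in the lateral marginal zone. Of the TFs labelled in Fig. 4, hhex, mix1, sox17a, sox17b.1, sox17b.2, eomes, gsc, otx2 and snai1 fell in the first group. The second had foxi1, irx2, sox3 and tfap2a, and the third had evx1, myf5, not, sox2 and t. The TF ventx2.1 passed in no edgeR comparison without the replicate block. Between dorsal and ventral marginal zones its adjusted p was 0.342 without the block and 0.0202 with it in edgeR's quasi-likelihood test, and 0.00286 in the Wald test of DESeq2. The 315, 57 and 170 TFs of the 3 groups made from the 542 TFs that passed with the block were highest in the vegetal mass for 279, in a marginal zone for 55 and in the animal cap for 132. The paper interprets the major groupings of its heatmap as representing predominantly the 3 germ layers.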

We then compared dorsal to ventral marginal zones and also animal to vegetal expression values, applying stricter criteria: we enforced cutoffs of a minimum 2-fold expression ratio and a lower bound expression level of 1 TPM in the embryonic region of interest. TFs enriched in each of the four “poles”: dorsally, ventrally, animally, and vegetally, along with their TPM values, can be found in tables within Supplementary Table 5. 

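TFs were listed when the adjusted p was under 0.05, the mean TPM ratio at least 2 and the mean at least 1 TPM in the region of interest. Over the vegetal mass, 45 TFs were enriched in the animal cap, and 89 were enriched in the opposite direction. Between the dorsal and ventral marginal zones, 4 TFs were enriched dorsally and 2 ventrally, out of 98 TFs with an unadjusted p under 0.05. Adjusted over the list alone, the counts were 62 animally, 114 vegetally, 21 dorsally and 15 ventrally. With the replicate block they were 92, 188, 35 and 26, and all TFs listed without the block were among them. The largest animal change was that of foxi1, at 6.62 on the log2 scale against the vegetal mass (standard error 0.63, adjusted p = 0.00198, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was followed by lhx5 (Xetrov90002706), with 294 ± 91.0 TPM (SD, n = 2) in the animal cap and 4.21 ± 1.53 TPM in the vegetal mass. The next were dlx5 (Xetrov90030194), prdm14 (Xetrov90016898) and grhl3 (Xetrov90004885), with log2 fold changes of 5.82, 5.63 and 5.57. Vegetally, bix1.3 (Xetrov90012976) had 46.1 ± 5.08 TPM and no count in either animal cap library, and was at least 132-fold higher in the vegetal mass, taking 3 counts as the limit of detection. For gata4 (Xetrov90026121) the log2 fold change was 7.94. Those of bix1.6 (Xetrov90012982) and bix1.5 (Xetrov90012981) were 8.28 and 7.83, and reads shared among the bix1 genes may have been divided between them by RSEM. Dorsally, gsc, otx2 (Xetrov90021558), dmbx1 and crx (Xetrov90021015) had log2 fold changes of 6.40, 5.52, 4.46 and 4.31. Ventrally, evx1 (Xetrov90015898) had 31.9 ± 3.85 TPM against 0.630 ± 0.212 TPM dorsally, a log2 fold change of 5.58, and ventx1.2 had 4.41. The adjusted p of these 6 TFs was from 0.0346 to 0.0422 in the same edgeR test.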

We identify 30 TFs enriched dorsally (Spemann organizer region), 26 ventrally, 70 animally, and 130 vegetally. Using these criteria, the total number showing spatial enrichment along at least one axis is 218 TFs (38 TFs are differentially expressed along more than one axis).

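The 4 lists held 136 different TFs, and 4 of these were on more than one list. With the replicate block there were 294 TFs, 47 of them on more than one list. The TFs of Supplementary Table 5 were compared with these lists. Of the 218 TFs in the paper's lists, 130 were among the 136 listed without the block and 213 were among the 294 listed with it. By axis, 44 of 70 animal, 84 of 130 vegetal, 4 of 30 dorsal and 2 of 26 ventral TFs of the paper were listed without the block. With it, 70, 126, 23 and 18 of them were listed. Every TF of the paper's lists met the TPM ratio and level on the mean of the replicates. In both replicates separately the ratio was at least 2 for 60 of the animal, 117 of the vegetal, 25 of the dorsal and 25 of the ventral TFs. The higher region was the same in both replicates for all TFs in the paper's 4 lists.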

While many of these differentially expressed TFs have previously characterized roles in early development, we found many that have not yet been reported in the early gastrula stage embryo, making these good candidates for further study. Most notable among these include *sebox* and *mxtx1*, which are strongly expressed in both vegetal endoderm and throughout the marginal zone (but not animally), and therefore may be involved in mesendoderm specification. 

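Expression of sebox (Xetrov90004300) was 178 ± 43.8 TPM (SD, n = 2) in the vegetal mass and 164 ± 0.0566, 144 ± 1.12 and 145 ± 12 TPM in the dorsal, lateral and ventral marginal zones. The animal cap had 5.31 and 1.25 TPM in replicates 1 and 2, and its log2 fold change against the other regions was -5.56 (standard error 0.57, adjusted p = 0.00423, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level of mxtx1 (Xetrov90018120) depended on the replicate. In replicates 1 and 2 it was 411 and 106 TPM in the vegetal mass. In the marginal zones it was between 80.2 and 115 TPM in replicate 1, and between 6.83 and 8.13 TPM in replicate 2. The animal cap had 7.63 and 0.710 TPM. The log2 fold change of the animal cap was -4.09 with a standard error of 1.72, and among the edgeR fits only that with the replicate block passed the threshold (adjusted p = 0.486 without the block and 0.00190 with it, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the other normalizations and tests its adjusted p ranged from 0.00708 with DESeq2 to 0.525 with library size alone. In single replicates it was -4.10 and -4.30.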

*X. laevis sebox* is expressed in the mesoderm (Chen et al., 2015), but has not been reported in the vegetal endoderm, which is notorious for signal underrepresentation in in situ hybridization experiments. Zebrafish *mxtx1* and *2* are expressed in the extra-embryonic yolk syncytial layer (Hirata et al., 2000) but this gene has not been reported in *Xenopus* until the current study. 

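The vegetal mass had 24.6 ± 10.1 TPM (SD, n = 2) of uncx (Xetrov90023553), and the means of the other 4 regions were between 0.175 and 0.740 TPM. The log2 fold change of the vegetal mass was 5.95 (standard error 0.58, adjusted p = 0.00192, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For gpbp1 (Xetrov90003560) the vegetal mass had 181 ± 9.21 TPM, the animal cap 15.4 ± 1.34 TPM and the marginal zones 19.3 to 27.1 TPM as means. Its log2 fold change was 3.00 (standard error 0.15, adjusted p = 0.000219 in the same edgeR test).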

Two genes expressed strongly in vegetal mass, while weakly or not expressed in the marginal zone and animal pole, are *uncx* and *gpbp1*, and are therefore good candidates for involvement in specification of endoderm. 

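The animal cap had 169 ± 31.2 TPM (SD, n = 2) of foxh1.2 (Xetrov90027470), the dorsal, lateral and ventral marginal zones 66.0 ± 12.3, 116 ± 38.3 and 165 ± 71.9 TPM, and the vegetal mass 9.70 ± 2.46 TPM. The vegetal mass was lower than the other regions, with a log2 fold change of -3.78 (standard error 0.56, adjusted p = 0.00813, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Levels of tead2 (Xetrov90019254) were 133 ± 10.8 TPM in the animal cap, from 50.6 to 74.4 TPM as means of the marginal zones, and 7.49 ± 1.14 TPM in the vegetal mass. The log2 fold change of tead2 in the vegetal mass was -3.52 (standard error 0.37, adjusted p = 0.00239 in the same edgeR test).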

Two genes strongly expressed both animally and in the marginal zone are *foxh1.2* and *tead2* (Xetrov90019254, formerly *tead4*), suggesting roles for these in the ectoderm and mesoderm. A gene that is strongly expressed both dorsally and vegetally is *dmbx1*, which may play a role in Spemann's organizer. 

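Expression of dmbx1 (Xetrov90011822) was 13.8 ± 1.34 TPM (SD, n = 2) in the dorsal and 0.655 ± 0.0636 TPM in the ventral marginal zone, with a standard error of 0.43 for the log2 fold change between them. In the vegetal mass it was 47.7 TPM in replicate 1 and 21.3 TPM in replicate 2, and in the animal cap 0.575 ± 0.0636 TPM. The log2 fold change of the vegetal mass over the animal cap was 5.72 (standard error 0.45, adjusted p = 0.00115, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lateral marginal zone, at 2.96 ± 0.453 TPM, lay between the dorsal and ventral marginal zones in both replicates.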

While *dmbx1* is known for its expression in the brain from work in a number of organisms, this TF has not yet been studied in the context of these other expression domains. However, amniote *dmbx1* was noted to be expressed in foregut endoderm at later stages of development (Gogoi et al., 2002) and therefore the expression we report in *Xenopus* gastrulae is consistent with involvement in the earliest stages of regional specification of the gut. Three genes found expressed both ventrally and vegetally are *tbx2, 3* and *cdx1*. 

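Expression of tbx2 (Xetrov90005516) was 14.2 ± 0.184 TPM (SD, n = 2) in the ventral and 4.13 ± 1.03 TPM in the dorsal marginal zone, 49.6 ± 10.6 TPM in the vegetal mass and 0.810 ± 0.184 TPM in the animal cap. That of tbx3 (Xetrov90002701) was 6.21 ± 0.240 TPM ventrally, 0.305 ± 0.205 TPM dorsally, 15.7 ± 6.94 TPM in the vegetal mass and 0.595 ± 0.0212 TPM in the animal cap. For cdx1 (Xetrov90007180) the levels were 72.6 ± 2.80 TPM ventrally, 8.72 ± 5.66 TPM dorsally, 28.6 ± 6.57 TPM in the vegetal mass and 5.91 ± 4.64 TPM in the animal cap. The vegetal mass exceeded the animal cap by 5.79 for tbx2 and 4.55 for tbx3 on the log2 scale (adjusted p = 0.000423 and 0.00254, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For cdx1 this log2 fold change was 2.22, with an adjusted p of 0.0622 without the replicate block and 0.0127 with it in the same edgeR test. The log2 fold changes of the dorsal against the ventral marginal zone were -1.73 for tbx2, -4.26 for tbx3 and -3.04 for cdx1. None of the 3 passed without the block (adjusted p = 0.0771, 0.0556 and 0.259 in the same edgeR test). All 3 passed with the replicate block (adjusted p = 0.000885, 0.000580 and 0.0435). Across the 10 TFs that the paper singles out, 9 of 14 such comparisons passed without the block and all 14 passed with it.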

All three are BMP responsive (Blitz and Cho, unpublished data) and based on this pattern are likely to play an early role in patterning of the posterior mesendoderm.

Our knowledge of the GRNs controlling germ layer specification and patterning is still quite primitive, as currently only tens of TFs have been studied in any detail, with only a few direct target genes identified in most cases. Thus, the GRNs of early development, and the functions of the TFs controlling them, remain largely unexplored. To stimulate progress towards a better understanding of the GRNs controlling early vertebrate development, we have here created a comprehensive catalog of the DNA-binding TFs in the genome of *X. tropicalis*. We find that *X. tropicalis* contains nearly all the TFs present in the mammalian genome, with a small number of these having undergone duplication since divergence from the last common ancestor with the mammalian lineage. This collection of TF information will be a useful resource for the *Xenopus* community, and contribute to a clearer picture of the gene repertoire of this important model system.

## Supplementary Material

1

2

3

4

5

6

## Figures and Tables

**Fig. 1:**
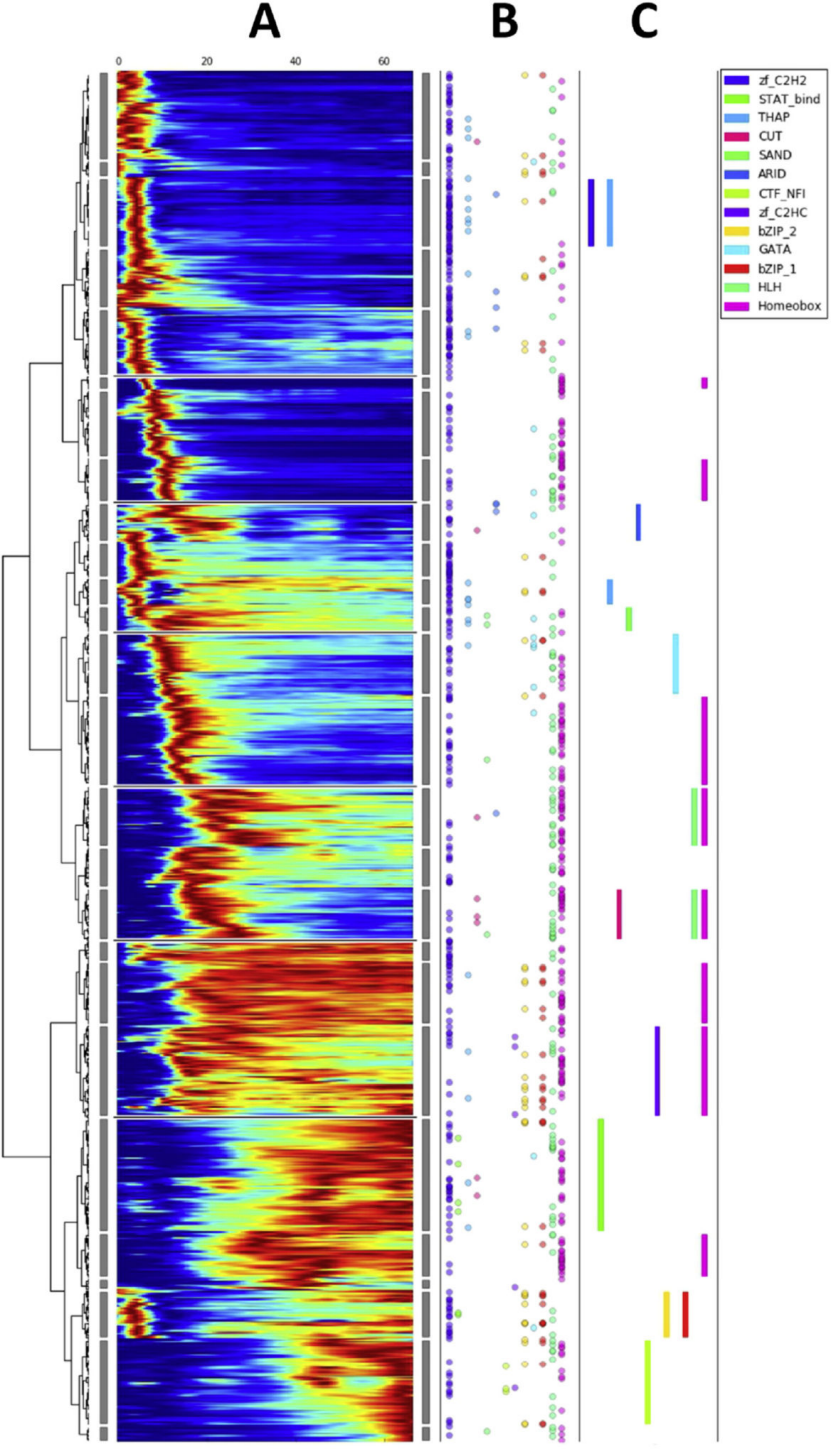
Transcription factor expression dynamics during early development. A. Heat-map of TF expression over the first 66 hours post fertilization. TFs were clustered on expression profiles and ordered according their average expression time. Vertical gray rectangles identify clusters. B. DBD families present in each TF are depicted as colored circles (only for those with significant family enrichment are shown) along the same horizontal lines as the expression profiles of the corresponding TFs. C. DBD family enrichment clusters (statistically significant with FDR < 0.1) are represented as rectangles.

**Fig. 2:**
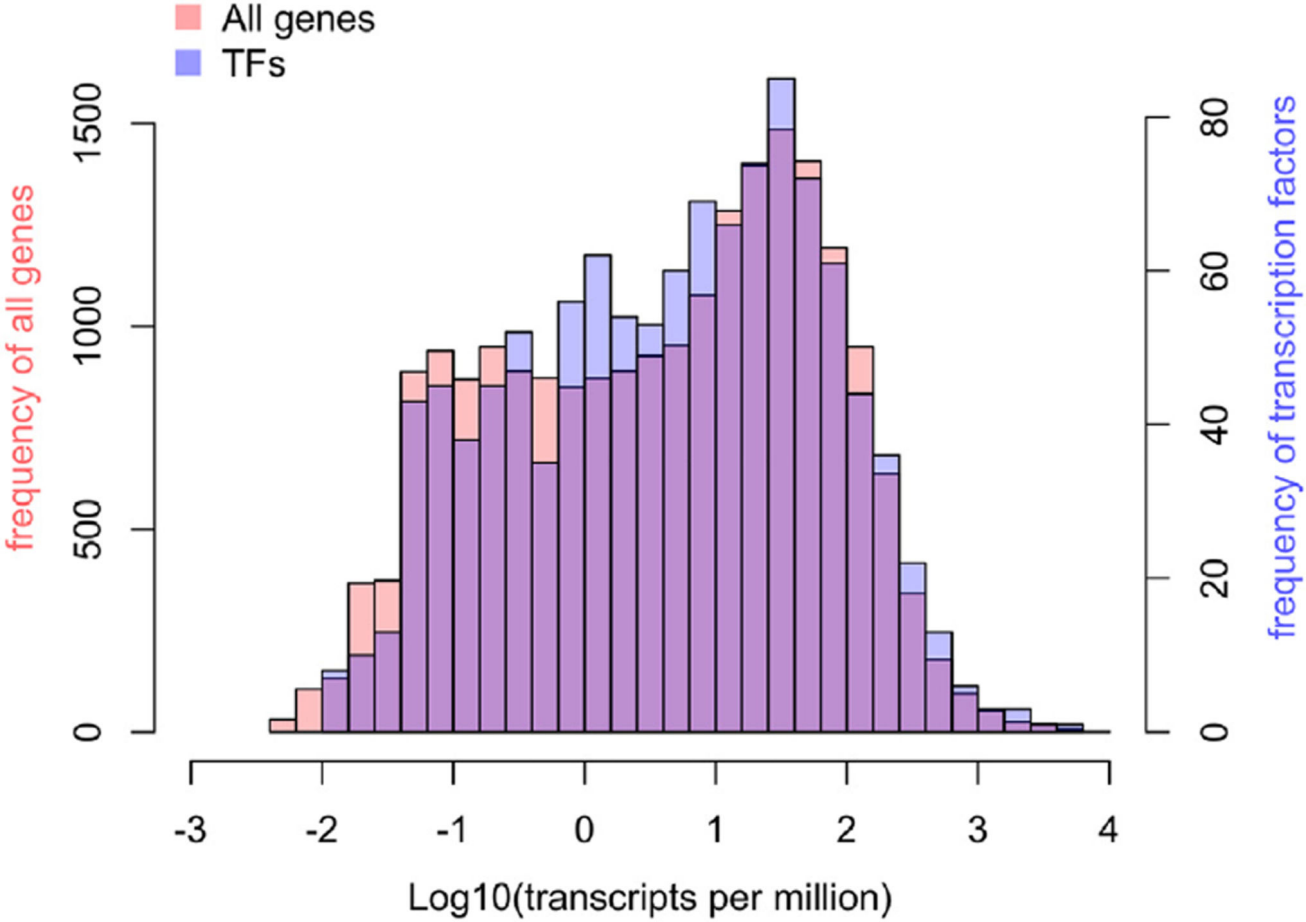
Distribution of TF gene expression levels in the early gastrula is indistinguishable from expression of all genes. The frequency of appearance of transcription factors (right vertical axis) and all genes (left vertical axis) is plotted as a function of expression level. The two distributions are nearly identical.

**Fig. 3:**
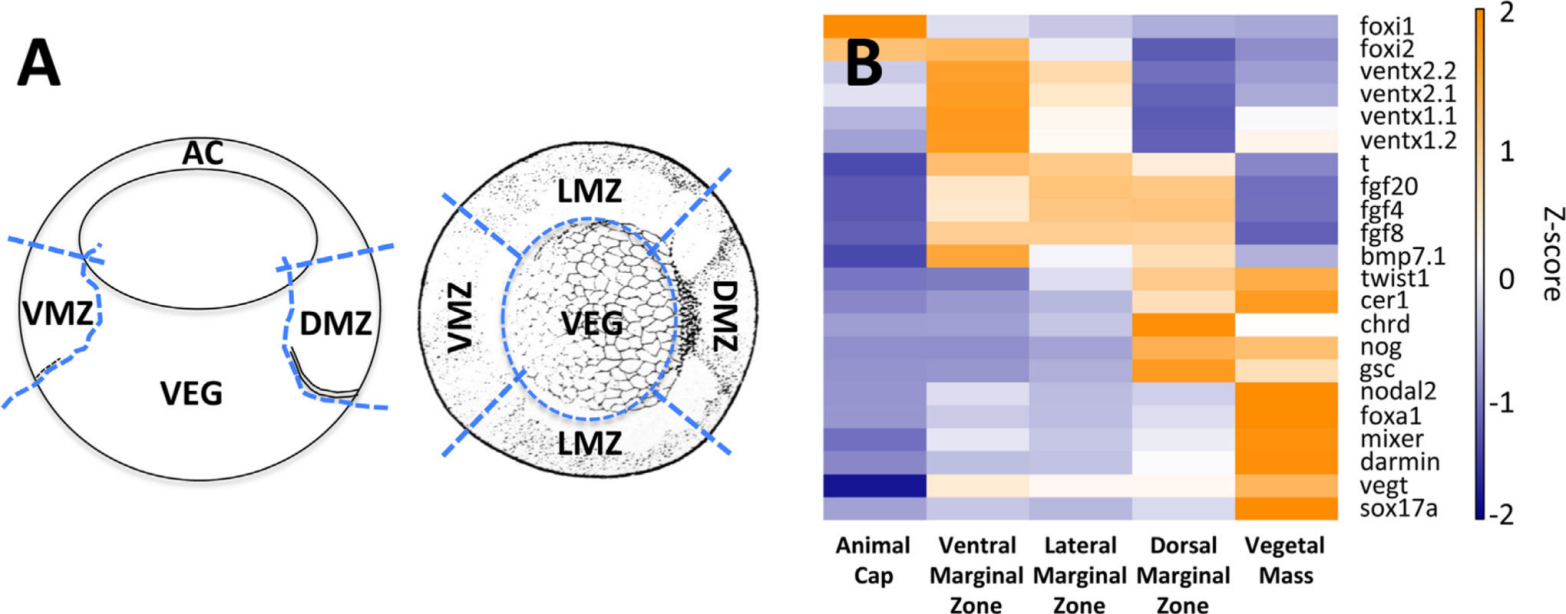
Gastrula dissection strategy and validation by marker gene expression in RNA-seq data. A. Illustration shows the locations of eyebrow hair knife cuts (dotted lines) for early gastrula dissections. Left shows a sagittal view while right shows a vegetal view. Dorsal is to the right. B. A heat map from RNA-seq data shows the relative expression of various marker genes in the different dissected embryo fragments. Abbr. AC, animal cap; DMZ, dorsal marginal zone; LMZ, lateral marginal zone; VMZ, ventral marginal zone; VEG, vegetal mass.

**Fig. 4:**
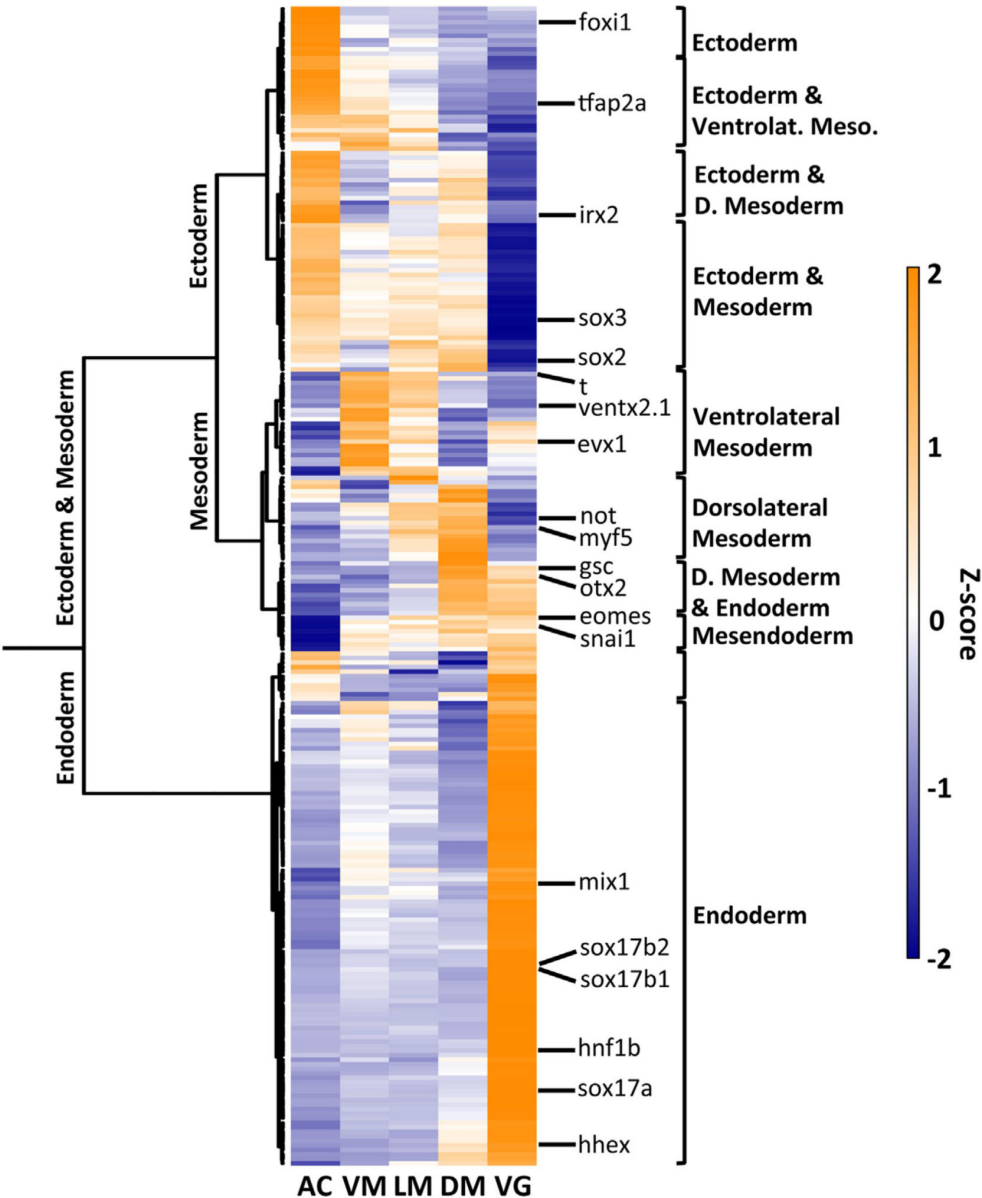
Spatial localizations of transcription factor RNAs derived from RNA-seq. A heatmap is shown to depict the spatial expression of differentially expressed TFs in the early gastrula. TF differential expression was determined between any comparison of two embryo fragments (posterior probability ≥ 0.95). The expression values are plotted as the z-score of each gene across embryo fragments. The labels (e.g. endoderm, ventral mesoderm) are the inferred predominant expression pattern in each major branch in the dendrogram.

How the deposited data were processed for this re-analysis (not part of the article)

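Early gastrula embryos of 2 clutches were dissected by the authors into 5 regions, and polyA+ RNA of each region and of whole sibling embryos was sequenced as 50-bp single end reads, giving 12 libraries in 6 groups of 2. The authors mapped the reads with RSEM v1.2.12 to the v9.0 genome assembly and deposited an expected count and a TPM value for each gene model and library. The deposited expected counts are RSEM's estimates of the reads from each gene, not normalized between libraries, and need not be whole numbers. The deposited TPM values correct these counts for transcript length and sum to the same total in each library. RSEM shares a read among the genes it matches, so the levels of near-identical copies such as the ventx, bix1 and pou5f3 genes are uncertain. Counting is not stated to use strand, so that overlapping and antisense genes are uncertain as well.

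Expected counts per library ranged from 14634582 to 29166548, with a median of 27977760 in replicate 1 and 16574840 in replicate 2. The paper gives 19M to 40M total reads, and all values here rest on the expected counts assigned to gene models. TFs were matched by identifier to Supplementary Table 4, and the TPM values of that table equal the deposited TPM for 100% of the values. Names were taken from the paper's tables alone, so 9 marker genes that are not TFs were not analysed here.

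Expected counts were rounded to whole numbers and genes with enough counts were kept by edgeR's filter. Counts were normalized by TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, robust), in R 4.3.3. Region comparisons used the 10 region libraries in a single model, and the comparisons of clutches and of dissected with whole embryos used all 12 libraries. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The lists of enriched TFs also required a TPM ratio of at least 2 and a mean of at least 1 TPM, as in the paper. The paper's EBSeq was not used here. A gene with at most 3 counts in each library of a group was taken as at the limit of detection, and folds against it are lower bounds. Such limits, and the 95% Poisson limits given for junb, cover counting error only. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

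The replicate number pairs the samples, since the paper states that the regimen was carried out with different clutches. Deviations from the group means had a correlation across genes of 0.657 to 0.823 over the 15 pairs of groups (median 0.754). The alternatives were the replicate number as a block, DESeq2 1.42.0 with its size factors, library size without TMM, no filter on low counts, and only the libraries of the regions compared. Further ones were limma 3.58.1 on log2(TPM + 1) and log2(TPM + 0.1), adjustment over the TFs alone, other limits on ratio and TPM, the TFs of Supplementary Table 2, and each replicate left out. These alternatives were chosen before the data were examined. A comparison of pooled regions, and other limits for the marginal and vegetal genes whose level in animal caps was measured, were added after seeing the data.

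The named genes are those the paper names or labels in Figs. 3B and 4, the 5 TFs with the largest log2 fold change in each list and between clutches, the largest changes between dissected and whole embryos, and a list of immediate-early genes. Genes outside this rule are marked where they are named, and a TF that meets it is not reported here. The tests were tried on simulated counts of the real genes, with 200 genes changed 4-fold. Without a shift between replicates, edgeR recovered 96% of them, and 16 of 208 calls were false. With the replicate block and no shift it recovered 97%, and 15 of 209 calls were false. With a shift between replicates like that of the data, edgeR recovered 26.5% with 0 false calls. With the shift and the replicate block it recovered 97%, and 22 of 216 calls were false. DESeq2 recovered 77% with the shift, with 0 false calls, and 98.5% without it, where 38 of 235 calls were false. For limma on log2(CPM + 1) these were 33.5% with 0 false calls, and 96.5% with 14 of 207 false.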

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

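All tests of technical explanations given here were chosen only after the results were seen.

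The paper does not report on the difference between the clutches, in which 10439 of 15848 genes passed an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each side holds a single clutch, so this test measures steadiness across the libraries of a clutch and not the spread between clutches. With a library of each group on each side, 1 of the 32 splits of the 12 libraries, the real one, gave as many genes. The others exchange the libraries of some groups between the clutches. These other splits gave at most 0 genes past the threshold and at most 3784 at an unadjusted p under 0.05, against 10886 in the real one. Library depth as the whole cause is argued against by the 10141 genes that passed when every library was thinned to the smallest. Without the 20 genes that have the most counts, 10421 passed. The difference was related to gene length, with a Spearman rho across genes of -0.243. With each library's trend on length removed, rho was 0.00740 and 10406 genes passed, of which 9262 had also passed before. Differences in library preparation between the replicates cannot be told apart from differences between the clutches, since each clutch was processed as a replicate. Sequence variants of the parents against the reference, a difference in stage and differences between the parents stay open and were not tested.

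In whole embryos, junb (Xetrov90026831), a TF picked after its values were seen, was lower than in every region of the same clutch. The region with the lowest level had 2.29 times the TPM of whole embryos in replicate 1 and 7.24 times in replicate 2. Whole embryos contain all regions, so a mixture of the regions would not lie below the lowest. Since junb was picked for this pattern, the lower of these folds, 2.29, restates it and is no test of mixing. By TPM, 194 of 15848 genes were lower in whole embryos than in all 5 regions in both clutches and 348 were higher, which argues against a general shift in scaling. In replicate 1 the 54 counts in whole embryos allow up to 2.09 TPM (95% Poisson limit), below the 3.66 TPM of the lowest region. In replicate 2 the 7 counts allow up to 0.515 TPM, against 1.81 TPM. These limits are also for a gene picked for the pattern and exclude nothing. The log2 difference of the mean of the regions was 2.84 (standard error 0.71), with an adjusted p of 0.574 in the same edgeR test and 0.00370 with the replicate block. Over the alternatives its adjusted p ranged from 0.000607 with DESeq2 to 0.555 with library size alone. Chance in a gene with few counts in whole embryos and a response of junb to the dissection both stay open, and no other samples were tested.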

How the results depend on the processing

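All tests of explanations in these parts, though not the alternatives, were chosen only after the results were seen. Of 203 alternative values of 29 comparisons of named genes, 145 had a test. Among these 122 kept direction and side of the threshold, 23 came to pass it, 0 were lost and 0 reversed. The other 58, from single replicates, have no test, and all 58 kept the sign. In 4 of them the log2 fold change was over 1.5 times away from that of both replicates, namely t in the dorsal against the other marginal zones (-0.41, and -0.26 without replicate 1), foxi2 in the animal cap and ventral marginal zone (0.53, and 0.23 without replicate 2) and cdx1 in the vegetal mass against the animal cap (2.22, and 3.51 and 1.26 without replicates 1 and 2). The cause was not tested for any change given here, except where fewer libraries or genes entered by construction.

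With the replicate block, 92 TFs were enriched animally, 188 vegetally, 35 dorsally and 26 ventrally, 294 in all and 47 on more than one list, and 542 TFs differed between any 2 regions. Of the marker statements 14 passed, as did 14 of those on TFs singled out, and 280 genes differed between dissected and whole embryos. Pooling the regions of a clutch at equal weight, an alternative chosen after seeing the data, gave 611 such genes with the replicate block. Of these, 171 were higher in the regions and 440 lower. The share of each region in the RNA of an embryo was not measured. For the immediate-early set, p was 2.3e-05 with camera and 0.00107 with the block. With fry the p was 0.0122 with the block, and junb passed with it (adjusted p = 0.00370, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between dorsal and lateral marginal zones 24 TFs passed with the block and between lateral and ventral 2, where none passed without it and 70 and 29 had an unadjusted p under 0.05. Among the comparisons of named genes 11 came to pass. On simulated counts with a shift between replicates, 10.2% of the calls with the block were false, a share that need not hold for the data.

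With DESeq2, the lists held 73 animal, 33 dorsal and 23 ventral TFs, 216 in all with 42 on more than one list, and 292 TFs differed between any 2 regions. All 14 statements on the TFs singled out passed, and 89 genes differed between dissected and whole embryos. With only the 4 libraries of the regions compared, the lists held 25 animal, 54 vegetal, 0 dorsal and 0 ventral TFs, 79 in all and 0 on more than one, and 79 TFs differed between any 2 regions. With all 10 libraries, 98 TFs had an unadjusted p under 0.05 between dorsal and ventral marginal zones.

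By the TPM criteria with no test, 102 TFs were animal, 216 vegetal, 62 dorsal and 48 ventral, 342 in all and 86 on more than one list. Leaving out each replicate in turn, these criteria gave from 93 to 136 animal, from 217 to 221 vegetal, from 48 to 85 dorsal and from 49 to 70 ventral TFs, from 336 to 395 in all and from 71 to 117 on more than one list, with no test.

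With no filter on low counts there were 7 dorsal and 7 ventral TFs, 9 TFs on more than one list and 8 genes differing between dissected and whole embryos. With limma on log2(TPM + 1) there were 7 dorsal and 6 ventral TFs and 7 on more than one list, and on log2(TPM + 0.1) there were 7, 6 and 8. Adjusted over the list alone, the counts were 21 dorsal, 15 ventral and 26 on more than one list. With fry in place of camera the p of the immediate-early set was 0.0590, above the threshold.

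The difference between the medians of log10 TPM of TFs and other genes changed sign. It was -0.0578 at a mean of at least 1 TPM, -0.0975 without zinc finger TFs, and from -0.0687 to -0.0622 when each replicate was left out. The counts of TFs by level in whole embryos and of genes differing between clutches, and the odds ratio of the regional share of TFs stayed within 1.5 times under every alternative run for them. The regional share itself rose from 16.3% to 35.3% of TFs with the replicate block. With the vegetal genes chosen at a limit of 20% of their vegetal level in the marginal zones in place of 5%, an alternative chosen after seeing the data, their median in animal caps of replicate 1 moved from 0.469% to 3.61%. With the marginal genes chosen at a limit of 5% of their marginal level in animal caps in place of 10%, also chosen after seeing the data, their median share of the vegetal level moved from 5.42% to 2.44%. Without TMM, the median log2 fold change of all genes moved from -0.03 to -0.18 between animal caps and vegetal masses, and from -0.03 to -0.16 between clutches. The lower depth of replicate 2 limits TFs near 0 TPM in the regions.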

Differences from the paper's values

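Apart from the alternatives set beforehand, no test of a cause was run on the data for these differences. None was thus chosen after the result was seen. On simulated counts, edgeR recovered 96% of genes changed 4-fold without a shift between replicates, and 26.5% with a shift like that of the data. With the shift and the replicate block it recovered 97%, and 22 of 216 calls were false. Low power without the block is thus a possible cause of the shorter lists. Refitted with the block, the data listed 213 of the paper's 218 TFs, against 130 without it. Of its 30 dorsal TFs 23 were listed, against 4, and of its 26 ventral TFs 18, against 2. Most TFs of the paper missing here were thus listed once the clutch was in the model. The block listed 294 TFs in all, and how many of these are false calls is not known. Low power is therefore not shown to be the only cause.

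The paper reports 257 TFs that differ between any 2 regions, and 169 passed here. Among the alternatives set before the data were examined, 292 with DESeq2, 174 with library size alone, 189 and 181 with limma on log2(TPM + 1) and log2(TPM + 0.1), and 229 adjusted over the list alone were within 1.5 times the paper's count. The other alternatives, from 79 to 542 TFs, were not.

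The paper lists 70 animally enriched TFs, and 45 passed here. Counts within 1.5 times the paper's were 73 with DESeq2, 47 with library size alone, 48 with no filter, 92 with the replicate block, 50 and 53 with limma, 62 adjusted over the list alone, 48 with an edgeR log2 fold change of at least 1, 102 with no test and 93 in replicate 1 alone. The rest were not.

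Of dorsally enriched TFs the paper lists 30, against 4 here. The counts with DESeq2 (33), the replicate block (35) and adjustment over the list alone (21) were within 1.5 times the paper's, and those under the other alternatives were not. Ventrally the paper lists 26 TFs, against 2 here, and only DESeq2 (23) and the replicate block (26) came within 1.5 times.

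In all, the paper lists 218 TFs enriched on at least one axis, and 136 were listed here. DESeq2 (216), the replicate block (294), limma (150 and 146) and adjustment over the list alone (186) gave counts within 1.5 times the paper's, and the other alternatives did not. The paper has 38 TFs on more than one list, against 4 here, and DESeq2 (42), the replicate block (47) and adjustment over the list alone (26) came within 1.5 times.

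The paper describes t as reduced in the dorsal marginal zone, where its log2 fold change of -0.41 did not pass with or without the replicate block. It describes the ventx genes as enriched ventrally and foxi2 as enriched animally and ventrally. All of these passed with the replicate block and not without it, and with DESeq2 ventx1.1, ventx1.2 and ventx2.2 passed while ventx2.1 and foxi2 did not. For twist1, the comparison of the vegetal mass with the animal cap was set here and is not stated in the paper's text. The vegetal enrichment did not pass without the block but passed with it, with DESeq2, with library size alone and with limma. The statements on mxtx1, on tbx2, tbx3 and cdx1 from dorsal to ventral, and on cdx1 in the vegetal mass passed with the replicate block and with DESeq2, but not without the block in edgeR or with limma. The TF bix1.3 was among the 5 largest vegetal changes and is not on the paper's vegetal list.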

Other observations

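The comparisons of dissected with whole embryos, of the regional share of TFs and of the lateral marginal zone were set before the data were examined, and the tests of carry-over were chosen only after the result was seen.

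Between the mean of the 5 regions and whole embryos, 2 of 15848 genes passed an adjusted p under 0.05, and 469 had an unadjusted p under 0.05. Both were genes of the vegetal mass without a name in the tables used here, chosen after their values were seen. Xetrov90015143 was lower in the mean of the regions by a log2 difference of -3.32 (standard error 0.20, adjusted p = 0.00235, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Xetrov90018468 the log2 difference was -1.67 (standard error 0.15, adjusted p = 0.0248 in the same edgeR test). Their mean over regions on the log2 scale falls below a mixture by construction, since a single region holds most of the transcript. With the replicate block, 268 of 280 genes were lower in the regions, but 12 of these were above all 5 regions in whole embryos of both clutches. Of the 12 that were higher, 11 lay below all 5 regions. Every region had over 2 times the TPM of whole embryos in both clutches for 16 genes, of which 1, junb, is a TF, and the opposite held for 2 genes. Without the limit of 2 times, whole embryos were below every region in both clutches for 194 genes and above every region for 348.

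Of 22 immediate-early genes listed beforehand, without junb, the 13 that are TFs with an identifier could be tested. By then junb had been seen in the paper's lists, so the genes were not chosen blind to these samples. In the dissected regions 9 of the 13 were higher. Among them egr2, fosl1 and fosb had at most 6 counts in each library of whole embryos. The median log2 difference of the 13 was 0.20. That median lay at the 99.9th percentile of 10000 random lists matched on expression. As a set they passed with camera at a preset correlation (p = 2.3e-05) and at the estimated correlation (p = 0.00661). With fry the p was 0.0590 without the replicate block and 0.0122 with it. No single gene of the list passed an adjusted p under 0.05 in the same edgeR test, with or without the block. In the comparison of pooled regions with the replicate block, chosen after seeing the data, fos (Xetrov90021121) and myc (Xetrov90017203) passed (adjusted p = 0.00208 and 0.0142 in the same edgeR test). The pool gave each region the same weight. Both genes were lowest in the animal cap, and whole embryos lay within the range of the regions in both clutches. A mixture with more animal cap RNA could give the same result, so these passes do not show a response to the dissection.

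TFs were more often regional than other genes. Of TFs tested with at least 1 TPM in a region, 136 of 832 (16.3%) met the criteria of the 4 lists, against 1011 of 13476 other genes (7.50%). The odds ratio was 2.41 (two-sided Fisher's exact test, p = 2.7e-16, across genes, which are not independent replicates). It was 2.65 among genes with at least 10 TPM, and 2.13 with the replicate block, where 35.3% of TFs and 20.4% of other genes met the criteria. The highest share in 10000 random lists matched on expression was 11.1%.

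No TF passed as higher in the lateral marginal zone than in each of the 4 other regions, with or without the replicate block or with DESeq2, and 29 TFs had an unadjusted p under 0.05 between lateral and ventral marginal zones. The mean was highest in the lateral marginal zone for 66 of 842 TFs with at least 1 TPM in a region, and in both replicates for 12. Of the 56 TFs on the paper's dorsal and ventral lists, which include the 6 listed here, 55 had a lateral mean between the dorsal and ventral means, and 51 did in both replicates. No explanation was tested for this pattern.

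In animal caps, 26 genes that are abundant and even across the marginal zones, and at most 10% of that level in animal caps, were at a median of 5.86% of their marginal level in replicate 1 and 3.44% in replicate 2. This median depends on the limit by which the genes were chosen. In replicate 1 it was 3.94% for 13 genes at a limit of 5% and 9.31% for 40 genes at 20%. Cells with the mean profile of the marginal zones would bring the transcripts of the 26 genes at the same share, and their 10th percentile in replicate 1 was 3.04%. The 5 genes with the lowest shares, which include bix1.6 and mixer, were all higher in the vegetal mass than in each marginal zone, and the profile of cells at the boundary was not measured. The share was higher in replicate 1 for 25 of the 26 genes. Marginal cells in the animal caps of replicate 1 cannot be told apart from higher transcription of these genes in the animal caps of that clutch, since each clutch has a single animal cap library. Vegetal cells as the source would need the 26 genes at a median of 5.42% of their vegetal level, with a 10th percentile of 1.16%. This median depends on the limit in animal caps by which the genes were chosen, and was 2.44% for 13 genes at a limit of 5% and 7.67% for 40 genes at 20%. The 7 abundant genes of the vegetal mass with at most 5% of their vegetal level in the marginal zones were at a median of 0.469% and at most 2.72% in animal caps of replicate 1. At a limit of 20%, 51 vegetal genes had a median of 3.61%. Since the comparison turns on these limits, vegetal cells stay open as well.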
